A study of Mus musculus with 11 samples.

How the data were processed

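The data are gene-level RNA-seq counts from forelimb buds of mouse embryos at E10.5, 11 libraries in all. Per the labels, the strain background was C57BL/6, libraries were made from total RNA after ribosomal RNA depletion, and RNA samples of low integrity were rejected. Mutant embryos carried 2 floxed alleles of Gmnn and the Prx-Cre transgene, and control embryos carried 1 floxed and 1 wild-type allele with the same transgene. Groups were taken from the sample titles and genotype labels: 5 control and 6 mutant libraries. The titles also give the litter of each embryo, and the 4 litters are called A to D here. Litter A held controls 1 and 2 and mutants 1 and 2, litter B control 3 and mutant 6, litter C control 4 and mutant 5, and litter D control 5 and mutants 3 and 4. The series design text speaks of 6 matched pairs, and the command in the file header lists 12 alignment files. The table used here has 11 sample columns, and no other library was analysed here.

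The deposited values are raw read counts per gene name, which the authors made with featureCounts on the mm10 genome and the GENCODE M9 annotation, per the file headers. The header command sets a mapping quality of at least 10 and groups exons by gene name. It has no option for strand, for read pairs, for reads that overlap several genes or for multi-mapping reads. Reads were therefore counted without regard to strand, and a read over exons of 2 genes was left out by the tool's default. Each gene's count is a sum over all its exons, so that transcripts from a recombined and an intact allele are not separated. The aligner is not stated in the header or the labels. The table has 47517 rows. In it, 2 gene names repeat the name of another row, and 27 names have the form of a date, as spreadsheet programs write for some symbols. Of these, 20 entered the tests under the name given and none is named in the text.

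The total count per library ran from 14721181 to 19733288. Counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3. Genes were kept by edgeR's filterByExpr with the design, which left 15821 genes holding 99.9% of the counts. Libraries were scaled by TMM factors. The test was edgeR's quasi-likelihood F test (glmQLFit and glmQLFTest), two-sided, on a model with litter as a block and genotype, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Fold changes are mutant over control on the log2 scale, their standard errors (SE) come from the same test, and CPM are counts relative to the TMM-scaled totals. Log2 CPM used a prior count of 2. Litter differences and the genotype by litter interaction were tested in the same way, on their 3 coefficients together. The 39 Hox genes were also adjusted over the list alone. A further 21 gene lists (4 of them the Hox clusters) were tested with limma's camera at an inter-gene correlation of 0.01. Median fold changes of lists, the slope of fold change on Hox paralogue number, and the Gmnn difference were tested by exact two-sided permutation of the genotype labels within litters. There are 72 such arrangements, so that the smallest p they can give is 0.0139. The same 72 arrangements, and 100 random splits of the 11 libraries with the real one among them, were refitted to count calls.

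The pairing comes from the titles, which give the litter, and from the design text, which says that embryos were matched by litter and that batch correction was used across pairs. As a check, each library's deviation from its group mean was correlated with that of libraries of the other group. The correlation across genes was -0.16 to 0.37 (median 0.13) over the 8 pairs of libraries from the same litter, and -0.33 to 0.17 (median -0.02) over the 22 pairs from different litters. Genes are not independent replicates, and no p-value was computed from these correlations. Within groups, no 2 libraries were alike to within sampling noise: the lowest chi-square per degree of freedom over 25 pairs was 7.39.

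The tests, the gene lists, the alternatives and the rule for naming genes were set before the data were examined. The rule named Gmnn, then list genes past the threshold over all genes (up to 6 per list), then the 5 largest rises and 5 largest falls. These last had to pass the threshold with a mean of at least 1 CPM and the same direction in each of the 4 litters. Xist, Y-linked genes and predicted genes were left out. The alternatives set in advance were RLE and upper-quartile scaling, no filter on low counts, a filter of 1 CPM in at least 5 libraries, DESeq2 1.42.0, limma-voom, no block, a Y-linked covariate, 1 surrogate variable from sva 3.50.0, removal of mitochondrial, haemoglobin and ribosomal RNA genes, each library left out in turn, each litter left out in turn, and camera with estimated correlation or fry for the lists. Another 3 were added after seeing the data, because fold changes were related to runs of T in the transcripts. They removed genes with a T run of 15 bases or more, corrected the counts by offsets per library and T-run class, or added a T-run index of each library as a covariate. The longest run of each base was taken over all transcripts of a gene in GENCODE M21, an annotation of the same assembly. A value was found for 96.7% of the genes tested. The index is the mean log2 CPM of the 592 genes, of 960 with a T run of at least 18 bases, whose mean log2 CPM was above 4. Offsets were estimated on genes above the same level. Gene coordinates are those of the deposited table, on mm10.

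The tests were tried on simulated counts for the 15821 genes, drawn from the real means, totals and dispersions. In them 200 genes were changed by 1 log2 unit, the other genes of the p53 list were raised by less, and random litter effects were added. Genes were drawn independently, with no effect shared by many genes of a library, such as that of T runs described below. The rates that follow therefore do not show error control under such an effect. The main test called 76.0% of the 200, and 2.4% of its calls were genes that had not been changed. The share called was 81.5% with DESeq2, where 11.7% of the calls had not been changed, and 77.5% with limma-voom, where 3.6% had not. With no gene changed, the main test made 0 calls. The interaction test called 93.0% of 200 genes given an 8-fold higher mutant mean in 1 litter (A), and 15 others. An interaction in another litter was not simulated.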

Results

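RNA-seq was used to compare forelimb buds of mouse embryos at E10.5 that carry 2 floxed alleles of Gmnn and Prx-Cre with buds of littermates that carry 1 floxed and 1 wild-type allele and Prx-Cre. Gmnn encodes Geminin, a protein that binds the replication licensing factor Cdt1, and Prx-Cre is a transgene that expresses Cre recombinase in the mesenchyme of the limb bud. The title of the series places the question in the regulation of Hox genes during limb patterning. There were 5 control and 6 mutant libraries from 4 litters, each litter holding both genotypes. Total counts were 14777833 to 19733288 in controls and 14721181 to 17034741 in mutants, and 21005 to 22124 gene names had at least 1 read per library. Y-linked and Xist counts gave the sex of 10 of the 11 embryos. Litter A held 1 male and 1 female of each genotype, and all 5 embryos of litters B and D were male. In litter C, control 4 had 1193 Xist reads and 9 Y-linked reads, as in a female, and mutant 5 had only 8 Xist reads and 4 Y-linked reads, so that its counts matched neither sex. The first 3 principal components of log2 CPM held 23.3%, 17.6% and 10.9% of the variance.

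Gmnn (chromosome 13, 24751845 to 24761923, minus strand, mm10) was examined first as a check of the genotype labels. Its level in controls 1 to 5 was 150.3, 199.0, 139.3, 170.6 and 238.9 CPM, and in mutants 1 to 6 it was 103.4, 137.7, 118.8, 130.0, 102.2 and 99.5 CPM. The mean was 179.6 ± 40.2 CPM (SD, n = 5) in controls and 115.3 ± 16.1 CPM (SD, n = 6) in mutants, and the highest mutant lay below the lowest control. The log2 fold change was -0.67 (SE 0.10, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p 0.0291), which is 0.629 of the control level. Most of the Gmnn transcript thus remained in mutant libraries. The comparisons are between lower and higher Gmnn, and the counts do not show whether the rest came from the recombined allele or from cells without recombination. The mutant mean was lower in all 4 litters, by -0.54, -0.48, -0.74 and -0.94 on the log2 scale in litters A to D. No other within-litter arrangement of the labels gave a difference as large (exact permutation p 0.0139, the smallest the design allows). The alternative that moved the value most was a T-run index covariate added after seeing the data, which gave -1.04. The call did not hold in the edgeR fit without litter as a block (adjusted p 0.0549), in 8 of the 11 fits that left out 1 library, or without litter B, C or D. These losses are not independent. Litters B and C hold 1 embryo of each genotype, so leaving out either embryo or the litter is nearly the same fit. The same holds for the counts of such fits given below.

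**Figure D1:**
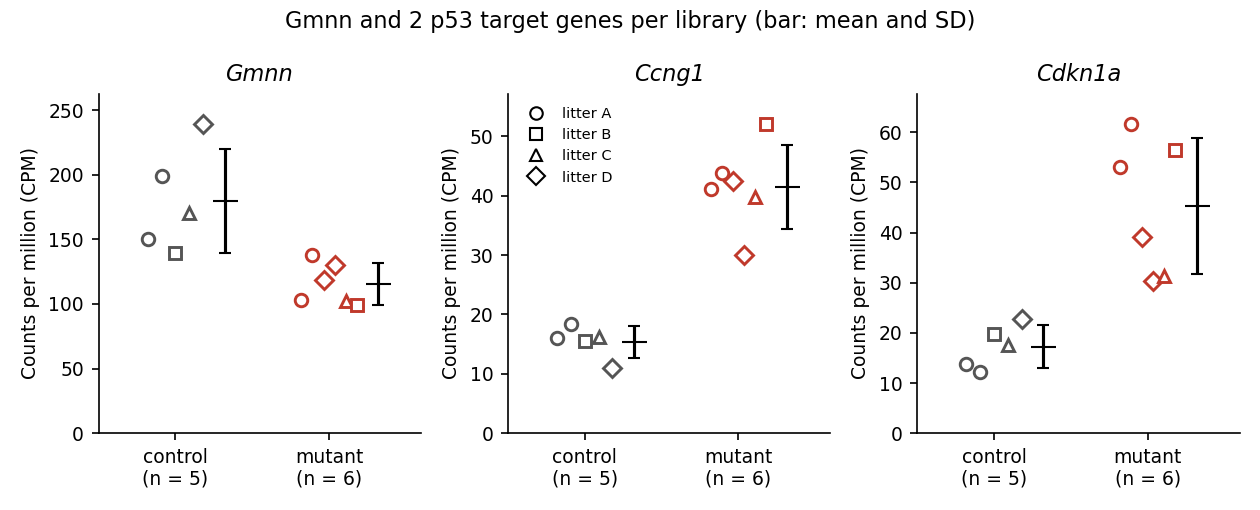
Normalised counts (CPM, vertical axis) of Gmnn and of the p53 target genes Ccng1 and Cdkn1a in each of the 5 control and 6 mutant libraries. Each point is a library, its shape gives the litter, and the bar beside each group shows the mean and SD. All mutants lie below all controls for Gmnn and above all controls for Ccng1 and Cdkn1a.

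Across the 15821 genes tested, 345 differed between mutant and control at an adjusted p under 0.05 (edgeR quasi-likelihood test with litter as a block). Of these, 111 were higher and 234 lower in mutants, and 341 changed in the same direction in all 4 litters. Most changes were small: 23 of the higher and 22 of the lower genes differed by more than 2-fold, and the median log2 fold change was 0.45 among the higher and -0.58 among the lower genes. At an unadjusted p under 0.05 there were 3380 genes, where 791 would be expected from independent tests by chance. Other arrangements of the labels within litters gave up to 3005 at that threshold, with a median of 507.5 over the 72. The arrangement with 3005 exchanged every label but that of mutant 3, so it was close to the real contrast with its sign reversed. The biological coefficient of variation was 16.3%. The count was sensitive to the processing. It was highest, at 1566 genes, without the filter on low counts, a fit whose p-values are doubtful, as set out below. It was lowest, at 1 gene, without control 4, mutant 5 or litter C, which are nearly the same fit. The T-run index covariate, which was added after seeing the data, also gave 1 gene. Upper-quartile scaling gave 360 genes, of which 43.1% were higher, against 32.2% higher with TMM scaling. Without the litter block 13 genes passed, all of them among the 345. Most single libraries decided the count. Of the 11 fits that left out 1 library, 9 gave 1 to 15 genes, with 1 (Ccng1) without control 4 or without mutant 5. In litters B and C, leaving out either embryo takes the whole pair out of the comparison, so these 9 fits are not all separate results. The other fits gave 846 genes without control 5 and 275 without mutant 2.

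The lower genes were not a random sample of transcripts. Of the 234, 107 (45.7%) had a run of at least 18 consecutive T bases in a transcript, against 960 (6.1%) of all genes tested and 6 of the 111 higher genes. The median log2 fold change fell with the length of the longest T run, from 0.06 for 4235 genes with runs of up to 5 bases to -0.14 for 428 genes with runs of 18 to 20, -0.23 for 359 genes with 21 to 25 and -0.49 for 173 genes with 26 or more. For A runs of 26 or more the median was -0.04 over 164 genes. The median over the 960 genes with long T runs was -0.20, and no other within-litter arrangement gave one as far from 0 (exact permutation p 0.0139). The rank correlation of log2 fold change with T-run length over genes with a T-run value was -0.1766, and 14 of the 72 arrangements gave one as far from 0 (exact permutation p 0.1944). The correlation was -0.1794 with exon length (30 of the 72 arrangements as far from 0) and 0.1267 with GC content (12 of 72). All of these were tested on the data in which the pattern was found. The T-run index was 6.46 to 6.57 in controls 1 to 4 and 6.23 in control 5, and it was 6.41 in mutant 5 and 5.96 to 6.23 in the other 5 mutants. With genes of T runs of 15 or more removed, an alternative chosen after seeing the data, 102 genes passed (40 higher and 62 lower), all of them among the 345.

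**Figure D2:**
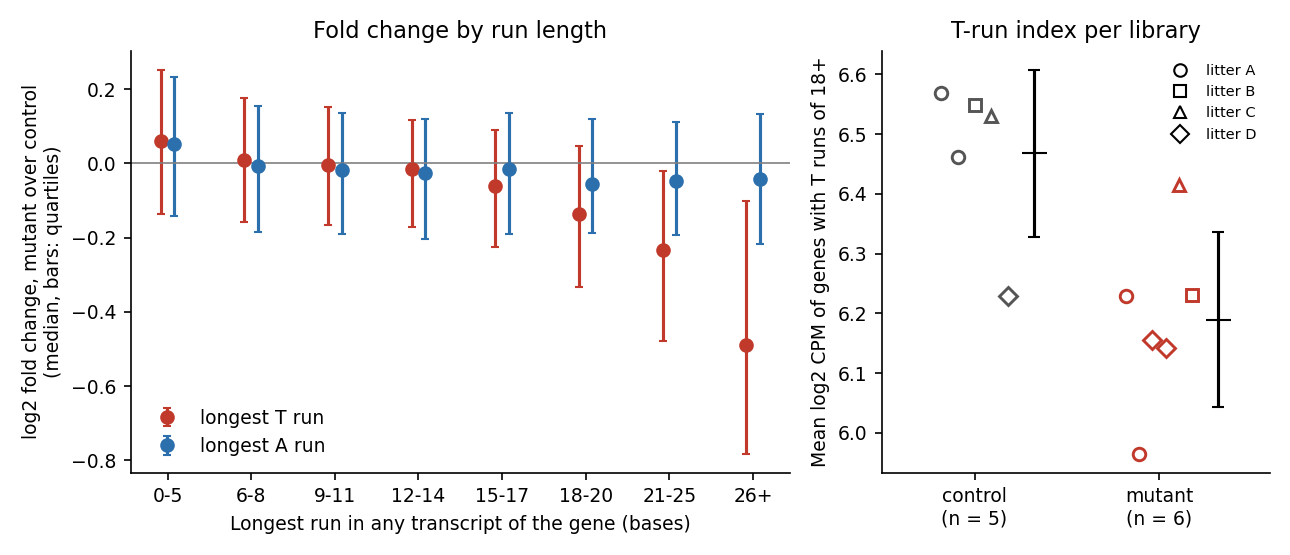
Left, log2 fold change of mutant over control by the longest run of T (red) or A (blue) in any transcript of the gene, as the median with quartiles. Right, the T-run index (mean log2 CPM of 592 abundant genes with T runs of 18 or more) of each library, with the group mean and SD. The median falls to -0.49 at T runs of 26 or more and stays at -0.04 at A runs of that length, and control 5 (6.23) lies among the mutants.

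The 5 largest rises that met the naming rule were in Ano3 (log2 fold change 3.56, SE 0.45, adjusted p 0.0109), the long non-coding RNA Trp53cor1 (2.95, SE 0.36, adjusted p 0.0109), Fam212b (2.68, SE 0.42, adjusted p 0.0291), AI662270 (2.36, SE 0.36, adjusted p 0.0291) and Eda2r (2.08, SE 0.23, adjusted p 0.00550), all from edgeR's quasi-likelihood test. Their levels were low: the mutant means were 2.52, 1.67, 3.76, 2.20 and 6.00 CPM, and the control means were between 0.233 and 1.41 CPM. In GENCODE M21, 44.1% of the exon bases of Trp53cor1 and 16.2% of those of AI662270 also lie in another gene. Counting ignored strand, so the values of both genes are uncertain. Ano3 and Eda2r are members of the preset list of p53 targets, so their rises are part of that list's result below.

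The 5 largest falls were in Acta1 (-3.78, SE 0.69, adjusted p 0.0353), Myl1 (-2.66, SE 0.56, adjusted p 0.0452), Tmem170b (-1.48, SE 0.27, adjusted p 0.0353), a clone-named gene on chromosome 7 (44484517 to 44485413; -1.44, SE 0.29, adjusted p 0.0406) and Wtap (-1.43, SE 0.30, adjusted p 0.0435) by the same edgeR test. Acta1 encodes skeletal muscle actin. It stood at 26.1 CPM in control 5 and at 0.520 to 4.75 CPM in the other controls, and the control SD (10.98) exceeded the control mean (6.68 CPM). Without control 5 the values were -2.07 (adjusted p 0.0614) for Acta1 and -2.12 (adjusted p 0.105) for Myl1 by edgeR. The longest T run was 38 bases in Wtap and 25 in Tmem170b. With T-run offsets their fold changes were -0.88 (adjusted p 0.0493) and -1.25 (adjusted p 0.0302) in edgeR. With the T-run index as a covariate, Wtap, Tmem170b and the clone-named gene had -0.17, -0.37 and -0.28. Acta1 and Myl1 had -4.79 and -3.00 in that fit, and none of the 5 passed the threshold. M21 gives all 795 exon bases of the clone-named gene under another name on the same strand.

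Hox genes were the subject of the series. Of the 39 Hox genes, 36 had enough reads to be tested; Hoxb13, Hoxc11 and Hoxc12 had 2, 7 and 0 reads over all libraries. No Hox gene passed the threshold, with 0 adjusted over the list alone and 0 over all genes tested, and 7 had an unadjusted p under 0.05. These 7 are named although their values were seen first. Hoxa11 (0.53), Hoxd4 (0.73), Hoxd13 (0.70) and Hoxd11 (0.62) were higher in mutants, and Hoxc4 (-0.50), Hoxc6 (-0.85) and Hoxc5 (-0.34) were lower, as log2 fold changes. The direction was not the same in every litter for Hoxd13 (-0.343 in litter B), Hoxd11 (-0.341 in litter C) and Hoxc6 (0.695 in litter C). Hoxd13 and Hoxd11 differed most in litter D (1.81 and 1.92), where control 5 lay 2.43 and 2.53 log2 units below the other controls. Hoxa11 came nearest to the threshold. It was 18.97 ± 5.31 CPM (SD, n = 5) in controls and 25.8 ± 6.59 CPM (SD, n = 6) in mutants, was higher in 4 of 4 litters, and had an adjusted p of 0.0546 over all genes and 0.0603 over the list alone (edgeR quasi-likelihood test). Upper-quartile scaling moved it past the threshold both ways. The alternative that moved the Hox count most was the omission of the filter on low counts, with 10 genes over the list alone. The p-values of that fit are doubtful, as set out below.

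Whether the change in a Hox gene goes with its place in the cluster was asked over the 20 HoxA and HoxD genes tested. The slope of log2 fold change was 0.049 per paralogue group number (exact two-sided permutation p 0.417), within the spread of relabelled data. It rested on control 5, without which it was -0.0035, and on litter D, without which it was -0.0037. By cluster, the median log2 fold change was 0.03 for HoxA, -0.14 for HoxB, -0.34 for HoxC and 0.52 for HoxD. The adjusted p of camera was 0.758, 0.613, 0.223 and 0.182 in that order.

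**Figure D3:**
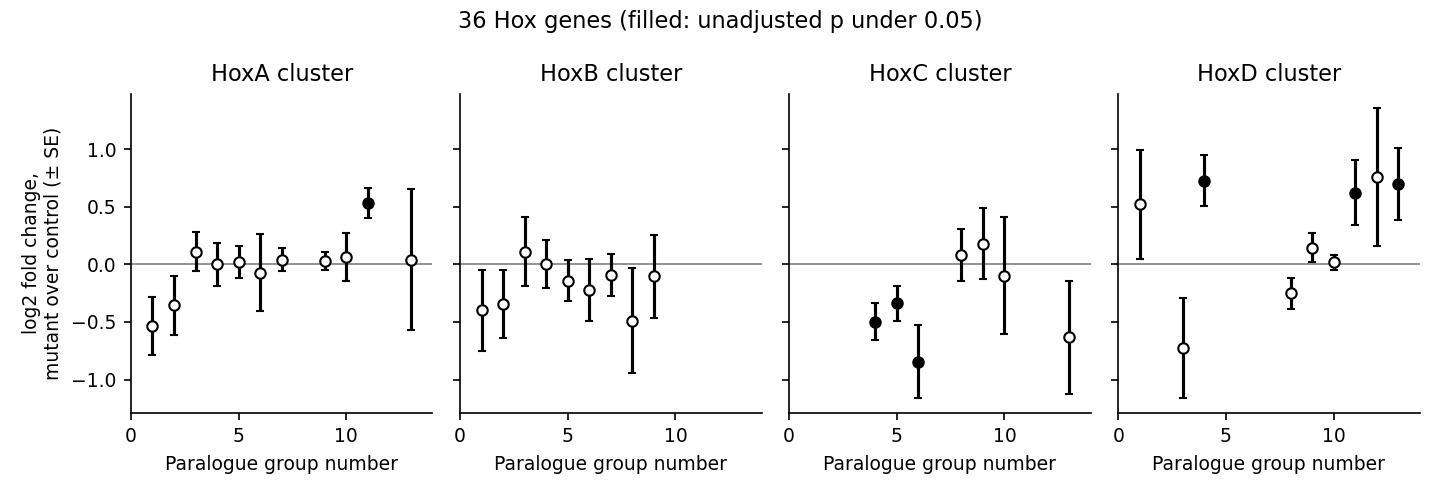
Log2 fold change of mutant over control (vertical axis, error bars SE from the edgeR test) for the 36 Hox genes tested, by cluster and paralogue group number. Filled points have an unadjusted p under 0.05 (7 genes), and none of the 36 passed the threshold after adjustment.

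Of the 21 preset gene lists, 6 passed an adjusted p of 0.05 with camera. Targets of p53 were higher, with a median log2 fold change of 0.46 over 24 genes (adjusted p 8.66e-21), and 19 of the 24 genes were higher. The other 5 were macrophage markers (0.83, adjusted p 0.00157), Shh pathway and posterior limb genes (0.37, adjusted p 0.0392), red blood cell genes (0.44, adjusted p 0.0392), the 9 genes at the 5′ end of HoxA and HoxD (0.15, adjusted p 0.0450) and neural crest and Schwann precursor genes (-0.53, adjusted p 0.0450). Only the p53 list passed with an estimated correlation (adjusted p 0.0172) and with fry (adjusted p 0.00169). By exact permutation of list medians within litters, the p53 list, the HoxD cluster, the Shh list and the Fgf response list each had p 0.0278. After adjustment over the 21 lists this is 0.146. The smallest p that this permutation can give is 0.0139, so a list could pass after adjustment only if several others lay as low. The adjusted value therefore does not count against any single list. The alternative that moved the number of lists most was the model without the litter block, with 1 list (p53 targets), as with the estimated correlation and fry.

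The other lists did not pass with camera. Their median log2 fold changes were -0.07 for anterior limb, -0.11 for proximal limb, 0.07 for the apical ectodermal ridge, 0.11 for Fgf response, -0.26 for cartilage precursors, 0.01 for replication licensing, 0.04 for Polycomb repressive complex 2, 0.09 for endothelium, -0.20 for surface ectoderm, 0.22 for migrating muscle precursors and -0.54 for the 2 neural tube genes tested. The Fgf response list had no clear direction. Of its 11 genes 7 were higher, but camera placed the list lower, and the 2 genes past the threshold were both lower.

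**Figure D4:**
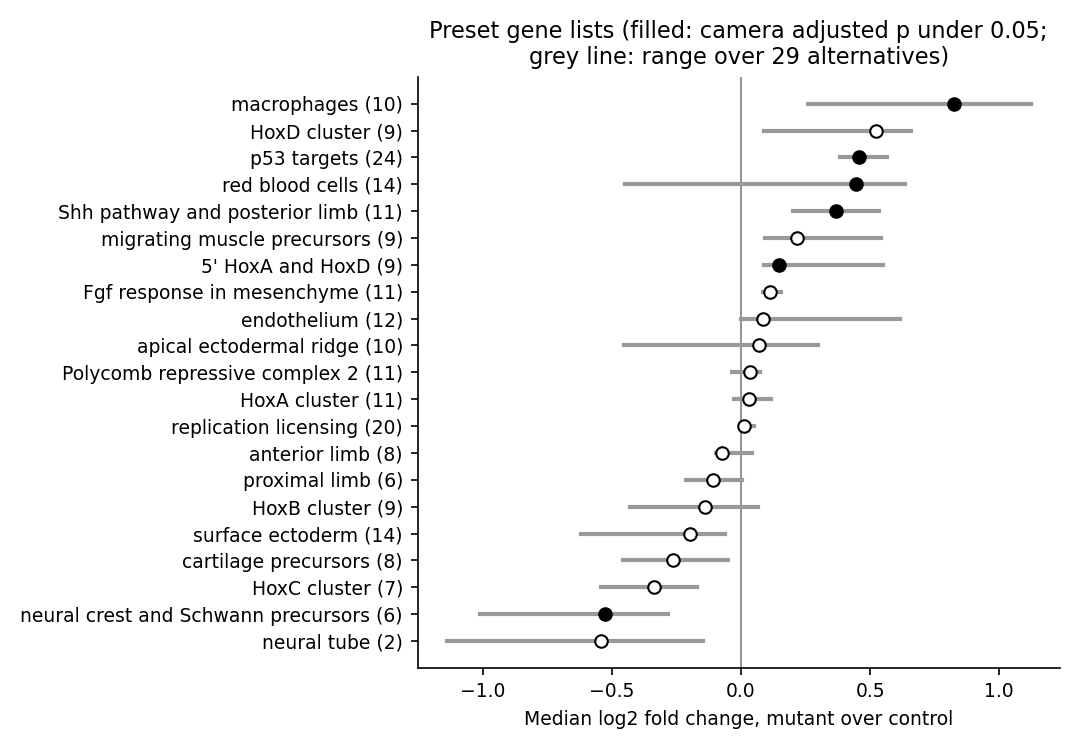
Median log2 fold change of mutant over control (horizontal axis) for the 21 preset lists, with the number of genes tested in brackets. Filled points passed an adjusted p of 0.05 with camera (6 lists), and the grey line is the range over 29 alternatives, which for p53 targets was 0.38 to 0.57.

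Among the p53 targets, 12 of the 24 genes passed the threshold over all genes and 15 adjusted over the list alone. Ccng1 (chromosome 11, 40748552 to 40755311) had the smallest p of all genes tested. It rose from 15.4 ± 2.69 CPM (SD, n = 5) to 41.5 ± 7.08 CPM (SD, n = 6), a log2 fold change of 1.48 (SE 0.12, edgeR adjusted p 0.000407), and was higher in all 4 litters. It passed in all 11 fits that left out 1 library. Cdkn1a (chromosome 17, 29090979 to 29100722) rose from 17.2 ± 4.27 CPM (SD, n = 5) to 45.3 ± 13.5 CPM (SD, n = 6), a log2 fold change of 1.38 (SE 0.21, edgeR adjusted p 0.0291), although it carries a T run of 26 bases. Zmat3 (0.64, edgeR adjusted p 0.0291) and Sesn2 (0.98, edgeR adjusted p 0.0291) were higher as well. Cdkn1a, Zmat3 and Sesn2 each lost the call in 8 or 9 of the 11 fits that left out 1 library, always with the same direction.

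In the limb and replication lists, 4 genes passed the threshold over all genes, and all were lower in mutants. Meis1, of the proximal limb list, fell from 186.6 ± 22.8 CPM (SD, n = 5) to 122.4 ± 18.8 CPM (SD, n = 6), a log2 fold change of -0.63 (SE 0.10, edgeR adjusted p 0.0291). Of its exon bases, 18.3% also lie in another gene in M21. Spry2 changed by -1.39 (SE 0.26, edgeR adjusted p 0.0390) and has a T run of 38 bases. In control 5 it stood at 64.5 CPM, near the mutants other than mutant 5 (35.3 to 61.6 CPM), and T-run offsets gave -0.86. Lhx9 changed by -0.50 (SE 0.10, edgeR adjusted p 0.0406) and has a T run of 15 bases. Cdc7, of the replication licensing list, changed by -0.57 (SE 0.11, edgeR adjusted p 0.0406). Each of the 4 lost its call in 9 of the 11 fits that left out 1 library, with adjusted p up to 0.169, and kept its direction in all 11. With the T-run index as a covariate, Meis1, Spry2, Lhx9 and Cdc7 had -0.33, -0.30, -0.32 and -0.13, and none passed.

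Litters differed in 14 genes at an adjusted p under 0.05, and in 2139 at an unadjusted p under 0.05. The genotype by litter interaction gave 0 genes (smallest adjusted p 0.95, edgeR quasi-likelihood test on 3 residual degrees of freedom), with 605 at an unadjusted p under 0.05, fewer than the 791 expected by chance. For both counts the alternative that moved them most was the omission of the filter on low counts, with 1583 and 438 genes. The calls of that fit are doubtful for the reason given below.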

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

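Within each genotype, the highest or lowest library was compared with the spread of the others for 31 measures (named genes, the 7 Hox genes with an unadjusted p under 0.05, Actb and 4 library measures). Of 62 such comparisons, 5 had a library too far from the rest by Dixon's criterion, where chance gives about 3.1. Except for the tests on red cell and cytoskeleton genes, the tests below were chosen after the result was seen. They concern tissue content, stage, library effects and counting noise. The groups of the design give no biological explanation for a single library of a genotype.

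Mutant 2 had 5.44% of its counts in haemoglobin genes, where the other mutants had 1.69 to 2.76%. Blood left in the sample is a candidate explanation: over 7 red blood cell genes other than globins, mutant 2 lay a median of 0.984 log2 units above the other mutants. Without mutant 2 the median log2 fold change of the red blood cell list was 0.17 (camera adjusted p 0.363), in place of 0.44. With mitochondrial, haemoglobin and ribosomal RNA genes removed, 353 genes were called in place of 345.

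Actb was 14.005 on the log2 CPM scale in mutant 5, or 16444 CPM, where the other mutants had 9404 to 11339 CPM. Actb has a T run of 29 bases. A library effect on such transcripts may explain it, since the 172 other genes with T runs over 25 were higher in mutant 5 than in the other mutants by a median of 0.418 log2 units. A larger actin cytoskeleton stays open. Of 7 other cytoskeleton genes, 3 were higher in mutant 5 and 4 lower (median -0.11). The higher ones were Actg1 (0.34, with a T run of 7 bases), Pfn1 (1.55, with a T run of 20 bases) and Tpm4 (0.12).

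AI662270 was at -1.938 log2 CPM in control 5, which is 2 reads where 7.25 were expected from the other controls. By Poisson counting alone, so few reads have a probability of 0.0246. Among the 62 comparisons such a value could arise from counting noise, and the few reads keep this open.

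Hoxc4 was highest in control 5, at 4.052 log2 CPM, and Hoxd13 was lowest in mutant 4, at 2.761. Both libraries are from litter D. The distal Hox genes moved together in both. Over Hoxa11, Hoxa13, Hoxd11, Hoxd12 and Hoxd13, control 5 lay a median of -2.53 log2 units from the other controls, from -0.85 in Hoxa11 to -5.35 in Hoxd12. Over the same genes without Hoxd13, mutant 4 lay a median of -1.885 from the other mutants. A candidate explanation is that both samples held less distal limb tissue or came from a slightly younger embryo, which these values do not separate. Mutant 3, of the same litter, was not apart, with a median of -0.04 over the 5 genes. The Hox position trend changed sign without control 5 (-0.0035) and without litter D (-0.0037).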

How the results depend on the processing

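The p53 list kept its direction and stayed past the threshold in all 29 alternatives, with a median log2 fold change of 0.38 to 0.57 and adjusted p of 4.37e-24 to 0.0172. Gmnn was lower in all 28 alternatives (log2 fold change -1.04 to -0.57) and past the threshold in 16. Ccng1 was higher in all 28 (1.41 to 1.596) and past it in 27, the exception being the T-run index covariate (adjusted p 0.0524). No named gene changed direction in any alternative, but named genes other than Gmnn lost the call in 216 cases and kept it in 276. Neither these cases nor the totals for lists below are independent. Leaving out litter B or C, or either of its embryos, is nearly the same fit. DESeq2 gave no adjusted p for Ano3, Trp53cor1, AI662270 and Myl1. The T-run alternatives were chosen after seeing the data. Where no reason is given below, the cause was not tested.

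The number of genes changed (345, with 111 higher and 234 lower) moved by over 1.5 times under most alternatives. It was 1566 (601 higher, 965 lower) with no filter on low counts, where Hox genes changed were 10 over the list alone and 9 over all genes, the interaction had 438 genes and the litters 1583. In that fit the named genes kept their fold changes, but adjusted p fell sharply. Gmnn had -0.67 with an edgeR adjusted p of 6.74e-14, against 0.0291 in the main test. Spry2 had -1.40 with 2.76e-51, against 0.039. So small a p from 11 libraries is doubtful, and so are the calls of that fit. With the CPM filter the number of genes changed was 550 (170 and 380), with 1 Hox gene (Hoxa11) over all genes and 2 preset lists (p53 targets and macrophages). DESeq2 gave 1194 (413 and 781), with Hoxa11 and Hoxc6 as 2 Hox genes both over the list alone and over all genes. In simulated data DESeq2 also had the largest share of false calls of the 3 tools. The Y-linked covariate gave 880 (321 and 559), with 1 Hox gene (Hoxa11) both ways. RLE scaling gave 390, limma-voom 439 and 1 surrogate variable 384.

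With litter not used as a block the paired design was lost, and 13 genes remained of the 345 (9 higher, 4 lower). Gmnn then had -0.64 (adjusted p 0.0549). Ccng1, Eda2r, Ano3, Cdkn1a, Zmat3, Sesn2, Trp53cor1 and AI662270 kept the call, and the other 10 named genes lost it with the same direction. Of the 6 lists 1 passed (p53 targets). The block changed no call of a Hox gene.

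Upper-quartile scaling and limma-voom each called 1 Hox gene (Hoxa11) both over the list alone and over all genes, and upper-quartile scaling gave 2 genes that differ between litters. The surrogate variable gave 2 Hox genes over the list alone (Hoxa11 and Hoxc5) and 1 over all genes (Hoxa11). It reversed the medians of the HoxA cluster (-0.026), the anterior limb (0.038) and the apical ectodermal ridge (-0.048). Preset lists past the threshold numbered 2 with limma-voom (p53 targets and macrophages) and 3 with abundant genes removed (the same with the Shh list), and the estimated correlation and fry left 1 (p53 targets).

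Without litter A 9 genes passed (1 higher, 8 lower) and the apical ectodermal ridge reversed to -0.45 (adjusted p 0.00854, range over alternatives 0.00854 to 0.962). Without litter B 3 passed (2 higher, Ccng1 and Eda2r, and 1 lower, Zfp367), Gmnn had -0.71 (adjusted p 0.126) and Polycomb complex 2 reversed to -0.013. Without litter C 1 passed (Ccng1, 1 higher and 0 lower), Gmnn had -0.65 (adjusted p 0.0542), 2 Hox genes (Hoxa11 and Hoxc6) passed over the list alone, and 4 medians reversed: HoxA cluster -0.0020, replication licensing -0.0027, Polycomb complex 2 -0.034 and endothelium -0.00050. Without litter D 163 passed (33 and 130), Gmnn had -0.58 (adjusted p 0.0505), the Hox position trend reversed to -0.0037 (exact p 1), and the HoxA and HoxB medians reversed to -0.023 and 0.067. Fewer libraries, and in litters B and C the loss of a whole pair, lower the power of these fits.

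Removal of genes with T runs of 15 or more left 102 genes (40 and 62). Offsets by T-run class left 308 (134 and 174, or 43.5% higher), of which 238 were among the 345. The T-run index as a covariate left 1 gene (Gmnn, 0 higher and 1 lower). The index shares 64.3% of its within-litter variance with genotype. This fit therefore cannot separate the removal of a library effect from lost power to estimate genotype. Gmnn had -1.04 in it (edgeR adjusted p 0.00401), and 9 lists passed. The same fit reversed the anterior limb (0.043), the proximal limb (0.0048), the apical ectodermal ridge (-0.18) and red blood cells (-0.45).

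The 11 fits that each left out 1 library gave from 1 to 846 genes changed, from 1 to 290 higher and from 0 to 556 lower. The highest came without control 5, and the lowest without control 4 or mutant 5, which are nearly the same fit. Of the 11, 9 gave at most 15 genes, and the fit without mutant 2 gave 275. Gmnn ran from -0.75 to -0.57, Hox genes from 0 to 2 over the list alone and from 0 to 1 (Hoxd4, without control 5) over all genes, lists from 2 to 7, and the Hox position trend from -0.0035 (without control 5) to 0.089. Medians that reversed in some of these fits ran from -0.017 to 0.057 for HoxA, -0.34 to 0.064 for HoxB, -0.12 to 0.30 for the apical ectodermal ridge, -0.0038 to 0.024 for replication licensing, -0.034 to 0.041 for Polycomb complex 2 and -0.00050 to 0.20 for endothelium. Among those that kept their sign, HoxC ran from -0.43 to -0.17 and HoxD from 0.15 to 0.66. Red blood cells ran from 0.17 to 0.64, the 5′ HoxA and HoxD genes from 0.14 to 0.55 and the Shh list from 0.20 to 0.41. Macrophages ran from 0.51 to 1.12, neural crest from -0.64 to -0.28 and p53 targets from 0.40 to 0.52.

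Over all alternatives, results for the preset lists lost a call in 63 cases and gained one in 14. These totals include the cases given above and the losses with fry. Depth limits the low genes: Ano3, Trp53cor1 and AI662270 had under 1 CPM in each control.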

Other observations

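The tests in this part were chosen after the results they bear on had been seen, except the test that thinned the libraries and the tests of X-linked genes.

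The grouping by genotype gave more genes past the threshold than other groupings. Of the 72 arrangements of the labels within litters, 1 gave as many as 345 genes, the real one. The next highest gave 1 gene and the median was 0. The same held for the 111 genes higher (1 of 72 arrangements) and the 234 lower (1 of 72), and 1 of 100 random splits of the 11 libraries gave as many as 345, the next giving 13. At an unadjusted p under 0.05 the gap was smaller: the real labels gave 3380 genes, other arrangements within litters up to 3005, and the other random splits up to 2918. The arrangement with 3005 exchanged the labels of every embryo but mutant 3, and 0 of its genes passed after adjustment. It is close to the real contrast with its sign reversed, and the test is two-sided, so a high count there is no sign of chance. Embryo sex is argued against as the source of the calls, since males and females were balanced in litters A, B and D and the Y-linked covariate gave 880 genes. For the Hox genes at an unadjusted p under 0.05, 9 of the 72 gave at least the 7 observed, so that these 7 may be chance. With 0 Hox genes past the adjusted threshold, relabelling cannot test that count.

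The number of preset lists did not stand apart. Of the 72 arrangements, 26 gave 6 or more lists past the camera threshold, up to 12, with a median of 5. Genes of a list moved together between libraries more than the preset correlation of 0.01 allows for, and so the calls of lists other than p53 may be chance. With estimated correlation 1 list passed (p53 targets).

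The rise of p53 targets was the pattern best separated from technical explanations. Its camera p was smallest in the real arrangement (1 of 72), although the arrangement that exchanged the labels of every embryo but mutant 4 came close (2.58e-21 against 4.12e-22). That arrangement is close to the real contrast with its sign reversed, and the camera p counts both directions. Removing the T-run effect with offsets left a median of 0.5667, and only 4 of the 24 genes have T runs of 18 or more. With the T-run index as a covariate the median was 0.3823, the lowest of the 29 alternatives, and the list passed (camera adjusted p 5.23e-11). None of the named p53 targets passed in that fit, where Ccng1 had 1.52 and Cdkn1a 0.71. Lists matched on length and expression had a median of 0.02, and the p53 list lay at percentile 100 of 10000 of them. The median was 0.5116 with the Y-linked covariate, 0.445 after all libraries were thinned to the lowest total (14721181 counts) and 0.4524 without mitochondrial, haemoglobin and ribosomal RNA genes. A larger share of macrophages is argued against by abundance: their markers rose by at most 3.77 CPM (Tyrobp), where Ccng1 rose by 26.1 CPM. As a hypothesis, a lower level of Gmnn may raise p53 activity in the limb bud, for example through over-replication of DNA. The counts do not show in which cells, and this was found and tested on the same libraries.

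The fall of genes with long T runs may be partly a property of the libraries. Control 5 has the genotype of the other controls, and its T-run index is that of the mutants. Over genes with T runs over 25 it lay a median of -0.52 log2 units from the other 4 controls, and the difference grew with run length in steps from 12 bases on. Gene length, GC content and expression level are argued against for the genes with long T runs: 960 genes matched on these without long T runs had a median log2 fold change of -0.01, against -0.20 for the genes with T runs. Long single-base runs of any kind are argued against too, since 413 genes with A runs of 18 or more and T runs under 12 had a median of -0.009. What stays open is an effect of genotype. The median difference for T runs over 25 was lower in mutants in each litter, by -0.71, -0.54, -0.22 and -0.127 in litters A to D. The mitochondrial share of counts parted the libraries as the index did. It was 1.57 to 1.74% in controls 1 to 4 and mutant 5, and 1.90 to 2.21% in control 5 and the other mutants. The T-run difference was smallest in litters C and D, where both genotypes had a like mitochondrial share. This goes with a property of the libraries, but most mutants fell on 1 side. With 1 index value per library the share due to genotype and the share due to the library cannot be told apart. A step that depends on T-rich RNA or A-rich cDNA, such as RNA handling, priming or depletion, is a candidate cause. The labels give no batch within litters to test it with. A batch that differed only between litters is argued against, since the median was lower in mutants within each litter. Among the 100 genes whose log2 CPM follows Actb most closely across libraries, 59 have T runs of 18 or more, against 8.45% of the 7215 genes from which they were taken. Of the 234 lower genes, 117 have no T run of 18 and 10 have no T-run value, so that T runs do not account for all of them. Gene length stays open for these. Over the 9461 genes with T runs of up to 8 bases, log2 fold change had a rank correlation of -0.1797 with exon length, and 26 of the 72 arrangements gave one as far from 0.

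Acta1 was high mainly in control 5 (26.1 CPM, against 0.520 to 4.75 CPM in the other controls). Myl1 was high in controls 1, 2 and 5 (3.3, 2.63 and 5.47 CPM) and at most 0.65 CPM in the other libraries. Without control 5 the log2 fold changes were -2.07 for Acta1 and -2.12 for Myl1, so that control 5 accounts for part of each fall. A piece of muscle in control 5 could raise both. Of 10 other contractile genes, 3 (Mylpf, Tnnc1 and Ttn) were highest in control 5 of the 11 libraries. All 10 lay above the mean of the other controls there, by a median of 1.14 log2 units. Tnnt1, Chrna1, Myog and, by a small margin, Myh3 were higher in control 1. Actc1, Tnni1 and, by a small margin, Des were higher in control 2, so that muscle in control 5 stays open. Heart tissue in control 5 is argued against as the source of its Acta1 and Myl1. Libraries with as much of the heart chamber gene Myl7, or more, had less of both. Myl7 was 9.32 CPM in control 5, 9.33 in mutant 4, 20.44 in mutant 2 and 107.29 in control 2. In that order, Acta1 was 26.1, 0.18, 0.46 and 1.49 CPM, and Myl1 was 5.47, 0.65, 0.46 and 2.63 CPM. Controls 1, 3 and 4 had 1.58 to 4.75 CPM of Myl7. Of 3 heart chamber genes, 1 was higher in control 5 than the mean of the other controls and 2 were lower (median -0.303). That mean includes control 2. Trunk tissue in control 5 was tested with 9 trunk genes, of which 3 were highest there among the controls. Members went both ways (median 0.12), and the list includes genes also expressed in limb mesenchyme, so that trunk tissue remains open.

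Mutant 5 had neither Xist nor Y-linked reads at the level of the other embryos: 8 and 4 reads, where the 3 libraries with Xist had 939 to 1193 Xist reads and the 7 with a Y chromosome had 1667 to 2716 Y-linked reads. Active X chromosomes in pairs are argued against, since 466 X-linked genes differed from the other mutants by a median of -0.01 log2 units. A single X chromosome is a candidate explanation. Of 4 genes that escape inactivation, Kdm6a (-0.62), Kdm5c (-0.44) and Eif2s3x (-0.30) were below the libraries with Xist and Ddx3x (0.08) was not. Their median of -0.373 was within the range of -0.42 to 0.27 by which those 3 libraries differed among themselves, so that this cannot be told apart from chance with 1 library. The comparison in litter C rests on this embryo.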
